A study of Homo sapiens with 24 samples.

How the data were processed

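The series holds 24 libraries of lentiviral guide-pair inserts from Jurkat cells, a human T-cell leukaemia line that the study used as a stand-in for naive CD4+ T cells. Each cell received a lentivirus that expressed spCas9, the Cas9 nuclease of Streptococcus pyogenes, together with a pair of guide RNAs. The guides of a pair direct breaks about 1 kb apart, so that repair can remove the sequence between them. The pairs tile the region around GATA3 on chromosome 10. Transduced cells were selected and then sorted by flow cytometry on GATA3 protein, per the labels. The guide pairs that were carried by the cells of each pool were counted by sequencing.

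The deposited table holds raw counts, with 1 row per guide pair and 1 column per library. Per the labels' protocols, guide inserts were amplified from genomic DNA in a first PCR of 3 cycles and a second of 16 cycles, and sequenced paired-end on an Illumina NextSeq. The labels mention no molecular identifiers, so that counts are sequenced PCR products and not molecules. How the authors assigned reads to guide pairs, the mismatches they allowed and any filter they applied to the counts are stated neither in the labels nor in the file header. Whole numbers with a different total in each column showed that the counts had not been scaled. Guide start positions are on hg19, per the file header. At all 16654 distinct guide positions a PAM (the NGG motif that Cas9 needs beside its target) was found on at least 1 strand of the GRCh37 sequence; with positions shifted by 1 bp, 21.8% had one. Gene and exon positions were taken from GENCODE release 44 mapped to GRCh37, and exons and introns of GATA3 are numbered by transcript ENST00000379328.

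The table has 13467 rows. Of these, 13253 pairs have coordinates and entered all comparisons, and 214 pairs without coordinates (between 2.79% and 3.35% of a library's counts) were left out of library sizes and tests and were examined separately. All 24 columns matched 1 library by group and replicate number. Total counts over pairs with coordinates ranged from 253562 to 887493 per library (median 390461), the median count per pair from 11 to 42, and the share of pairs with a count of 0 from 4.21% to 13.5%. Intervals given for a share in 1 library are 95% Wilson binomial intervals. They cover counting error only, since PCR products without molecular identifiers are not independent molecules. Over the 28 pairs of libraries of the same group, counts differed by a chi-square of 3.66 to 11.5 per degree of freedom and correlated across guide pairs at a Pearson r of 0.62 to 0.79 on the log2 scale, so that no library was a copy of another.

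Replicates 1 and 2 were sorted into 3 pools (Low, Medium and High) and replicates 3 and 4 into 7 pools (Low, Med.-Low, Medium, Med.-High, High-Low, High and High-High). An additional Bulk library of each replicate gave the distribution of guide pairs without a choice by GATA3 level. Groups and replicate numbers were taken from the sample titles. Pools with the same replicate number come from 1 screen, per the series design, and the replicate number was therefore a block in every model. As a check, deviations from the group mean were correlated between libraries over 9806 guide pairs. The correlation was between 0.00478 and 0.0834 (median 0.0503) for the 24 library pairs with the same number and between -0.0455 and 0.0178 (median -0.0179) for the 72 with different numbers.

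Tests were run on single guide pairs with a mean count of at least 10 over the libraries of the fit, and on bins of 1 kb. A guide pair was placed in the bin that holds the midpoint of its programmed deletion, raw counts were summed over the pairs of a bin, and bins with at least 3 pairs were kept. Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM scaling. P-values were adjusted by the Benjamini-Hochberg method, and a bin or pair with an adjusted p under 0.05 is here said to be called. Only the pools of the comparison entered a fit. A positive log2 change means a higher share of counts in the first pool named. The trend over the pools of replicates 3 and 4 is the log2 slope per step of rank, with ranks 1 to 7 in the order in which the pool names read. Since the gates of the 3-pool and 7-pool sorts can differ, the difference between Low and High was also compared between the sorting schemes by an interaction term.

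For GATA3 as a whole, the share of counts of all pairs whose deletion overlaps the gene was computed per library, and the log2 ratio of Low over High was averaged over the 4 replicates. An exact two-sided sign-flip permutation test was run over replicates. With 4 replicates, its smallest p is 2 of 16 sign patterns, so that it cannot pass 0.05. The same pairs were tested as a set with fry of edgeR and limma 3.58.1.

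The bins and pairs named were chosen by a rule. Called bins of Low against High with the same sign in all 4 replicates were merged into regions when adjacent or 1 bin apart, and each of up to 8 regions is named by its bin with the smallest p. Of the called pairs with the same sign in all 4 replicates, the 5 with the smallest p are named. Any other bin or pair is named with a remark that it was chosen after its values were seen.

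The scripts were tested on simulated counts with the means and library sizes of the Low and High libraries, with 200 pairs or bins changed. Among 9541 pairs, 0%, 0.5% and 59.5% of those changed by a log2 of 0.5, 1 and 2 were called. Among 1859 bins, the shares were 13%, 84.5% and 100%. A change of 1 in all pairs of a bin was called in 86% of bins by the test on sums, and in 0% by fry on the pairs of each of 1838 bins.

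Alternatives covered the scaling (DESeq2 size factors, total counts), the test (DESeq2 1.42.0, fry on the pairs of a bin), the block, the count filter, the width and edges of the bins, the pools in the fit, the replicates and the definition of pairs over GATA3. Each changed 1 choice.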

Results

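Guide pairs were counted in 24 libraries of Jurkat cells that carried programmed deletions of about 1 kb over a region of chromosome 10 around GATA3 (hg19), sorted by GATA3 protein level. Bulk, Low, Medium and High pools were each sequenced in 4 replicates, and the Med.-Low, Med.-High, High-Low and High-High pools in 2 replicates. The 13253 pairs with coordinates had first guides from position 7096735 and second guides up to 9117091. Guide starts of a pair lay a median of 1043 bp apart, and first guides of neighbouring pairs a median of 99 bp apart. A base was covered by a median of 7 programmed deletions. The series design states 14769 designed pairs, a median step of 96 bp and a median of 8 deletions per base, so that the pairs analysed here are a part of those designed. Among the analysed pairs, none covered 3.74% of bases, and the largest step between first guides ran from 7873226 to 7901332.

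Total counts in the Low pools ranged from 321669 to 546798, in the Medium pools from 387493 to 887493, in the High pools from 318536 to 645616, and in the Bulk libraries from 326042 to 593270. The lowest total, 253562, was in High-High replicate 4. At a median of 11 to 42 counts per pair, a single pair carried few counts in most libraries, and sums over 1-kb bins had the higher precision. The coefficient of variation between replicates in Low against High was 45.5% for single pairs and 21.1% for bins.

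Deletions of the sorted gene itself were the internal reference of the design. GATA3 (ENSG00000107485) is annotated on the plus strand of chromosome 10 from 8087341 to 8117161, and the programmed deletions of 335 pairs overlapped it. Their share of counts was 5.30% ± 0.20 (SD, n = 4) in Low, 4.54% ± 0.11 (n = 4) in Medium, 4.44% ± 0.18 (n = 4) in High and 4.53% ± 0.16 (n = 4) in Bulk. The log2 ratio of Low over High was 0.24, 0.32, 0.20 and 0.26 in replicates 1 to 4, a mean of 0.25 ± 0.05 (SD, n = 4) or 1.19-fold. The difference was larger than the spread between replicates and had the same sign in 4 of 4. The exact two-sided sign-flip permutation test gave the smallest p that 4 replicates allow. As a set, the 298 of these pairs with sufficient counts were higher in Low in the fry test, which is model-based and not exact (p = 0.0131). Its p rose to 0.0636 without replicate 2 and to 0.0509 without replicate 4. The alternative that moved the mean most was the narrower GATA3 interval of the series design, from 8096667 to 8117164, where 222 pairs gave 0.54.

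The 71 pairs whose deletions overlapped GATA3 coding sequence took 1.26% ± 0.15 (SD, n = 4) of counts in Low and 0.648% ± 0.016 (n = 4) in High, a log2 ratio of 0.95 ± 0.19 (n = 4) or 1.93-fold. The other 264 pairs over the gene had a ratio of 0.09 ± 0.07 (n = 4), positive in each replicate. Pairs outside GATA3 had a ratio of -0.01. In the pools present in 2 replicates only, the coding-exon share was 0.852% ± 0.104 (SD, n = 2) in Med.-Low, 0.731% ± 0.050 in Med.-High, 0.655% ± 0.012 in High-Low and 0.615% ± 0.053 in High-High (n = 2 each). In Low replicate 3, the lowest of the Low libraries, the share was 1.08% (95% Wilson interval 1.05% to 1.11%). The highest share in any other pool was 0.926% (0.902% to 0.950%), in Med.-Low replicate 4.

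**Figure D1:**
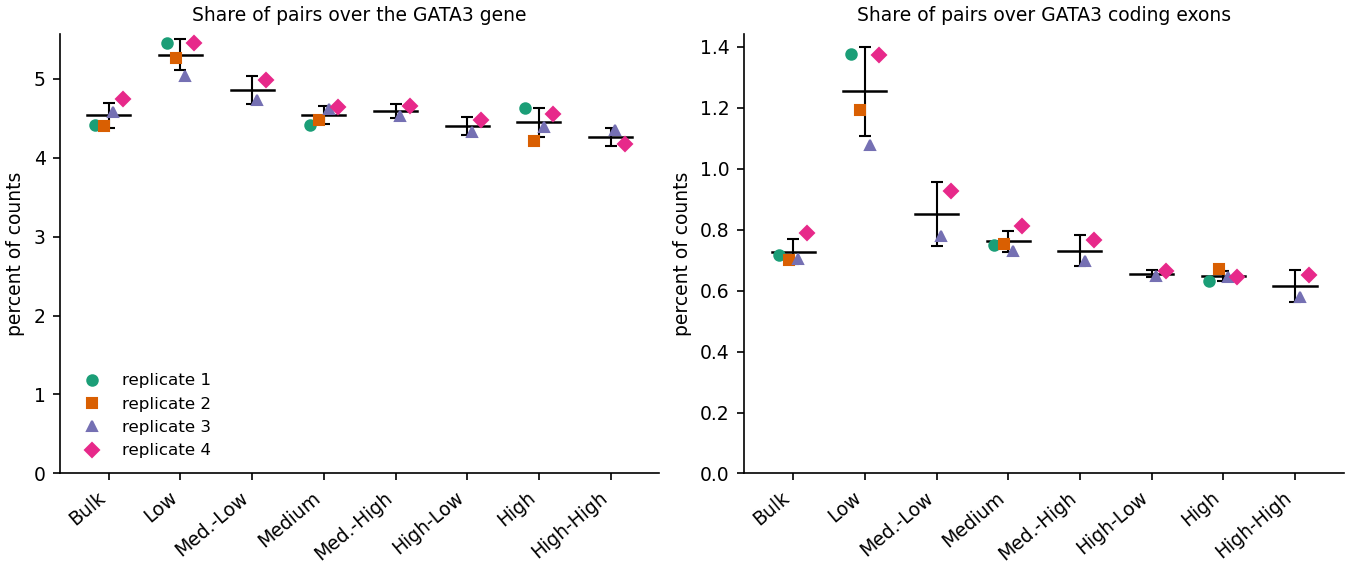
Percent of counts (vertical axes, from 0) taken by the 335 pairs over the GATA3 gene (left) and the 71 pairs over its coding exons (right) in each pool (horizontal axes); points are libraries marked by replicate, horizontal lines group means and bars the SD. For the coding exons the 4 Low libraries lie between 1.08% and 1.38%, above every library of the other pools.

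Low was compared with High to find deletions that change GATA3 level. Of 1859 bins, 5 were called in edgeR's quasi-likelihood test, all 5 higher in Low and all 5 over GATA3. At an unadjusted p under 0.05 there were 158 bins, against 92.95 expected by chance. The 5 bins formed 1 region from 8097001 to 8103000, named by the bin 8098001 to 8099000 (12 pairs, in the second intron of GATA3). Its log2 change was 1.78 (adjusted p = 7.18e-12), with 2.06, 1.41, 1.58 and 2.09 in replicates 1 to 4 (SD 0.35, n = 4). In Low replicate 4, a single pair, 8097690 to 8098731, supplied 61.2% of the counts of this bin. The midpoint of this pair lies in the intron, but its first guide cuts in coding exon 2. Without that pair the log2 change was 0.98 (adjusted p = 1.28e-08). Over the alternatives the number of called bins ranged widely: fry on the pairs of each bin called 0 (129 at an unadjusted p under 0.05) and replicates 1 and 2 alone called 1.

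The other 4 called bins, named here after their values were seen, were all higher in Low in 4 of 4 replicates. The bin 8101001 to 8102000, in the third intron, had a log2 change of 1.45 (SD 0.57 between replicates, adjusted p = 1.98e-06). By midpoint it holds the called pairs from 8100625, 8100695 and 8100760 to 8101793, each with a guide that cuts in coding exon 3. The calls of this bin and of 8098001 to 8099000 are therefore no evidence by themselves of an element in an intron. The bin 8100001 to 8101000, which holds exon 3, had 0.71 (SD 0.14, adjusted p = 2.55e-05). The bin 8102001 to 8103000, in the third intron, had 0.65 (SD 0.11, adjusted p = 0.00298), and without its pair of largest count 0.41 (adjusted p = 0.277). The bin 8097001 to 8098000, which holds exon 2, had 0.60 (SD 0.16, adjusted p = 0.00311). The adjusted p of the last 2 bins was no longer under 0.05 without replicate 2 or without replicate 3. Outside GATA3, the bin with the smallest p was 8500001 to 8501000, also chosen after its values were seen, with a log2 change of -0.83 (adjusted p = 0.0625) and a negative ratio in each replicate.

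**Figure D2:**
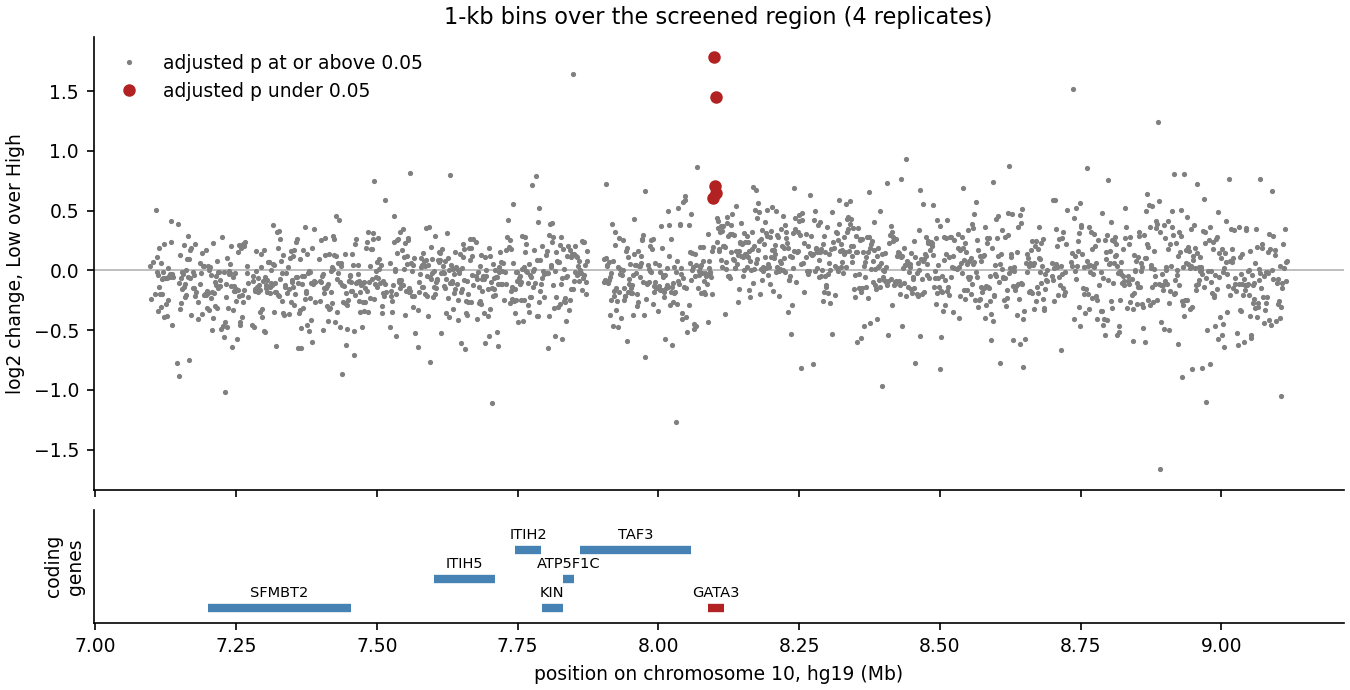
Log2 change of Low over High (vertical axis) for 1859 bins of 1 kb by position on chromosome 10 (horizontal axis, Mb, hg19), 4 replicates; red points are bins with an adjusted p under 0.05, and bars in the lower panel are protein-coding genes. All 5 red points lie over GATA3, with log2 changes between 0.60 and 1.78.

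Among single guide pairs, 9541 were tested and 7 were called, all 7 higher in Low and all 7 over GATA3. At an unadjusted p under 0.05 there were 482 pairs, against 477 expected by chance. The expected number may be too high, as 4.18% of pairs had such a p in simulation with none changed. The other 7 splits of the libraries that part all 4 replicates, described below, gave 277 to 364, but 8 splits are too few to show an excess. The number of called pairs moved most with the replicates: replicates 1 and 2 alone called 1 pair, and replicates 3 and 4 alone called 32, 9 of them over GATA3. In simulation with these counts and this spread only 0.5% of pairs changed by a log2 of 1 were called, so that changes of this size in a single pair were mostly not detectable.

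Of the 5 pairs named by the rule, 4 had a guide cutting within coding sequence. The pair 8097690 to 8098731 (exon 2 to the second intron) had the largest log2 change of the called pairs, 5.20 (adjusted p = 4.42e-04, SD 2.22 between replicates, n = 4). Its counts were 758, 771, 675 and 866 in Low and 11, 117, 12 and 2 in High, in replicates 1 to 4. The remaining 3 coding pairs each had a guide in exon 3 and one in the third intron. They were 8100760 to 8101793 with 3.52 (adjusted p = 4.42e-04), 8100410 to 8101431 with 3.04 (adjusted p = 6.80e-04) and 8100625 to 8101793 with 3.46 (adjusted p = 7.65e-04). The pair 8102379 to 8103412 lay within the third intron and deleted no coding sequence. Its log2 change was 1.43 (adjusted p = 0.00736), with 1.39, 1.38, 1.52 and 1.42 in replicates 1 to 4 (SD 0.06). Its adjusted p was no longer under 0.05 without replicate 2, without replicate 3 or without replicate 4. The 21 other tested pairs that overlap this deletion had a median of 0.19. The other 2 called pairs, named after their values were seen, were 8100695 to 8101793 (2.69, adjusted p = 0.0130) and 8099422 to 8100442 (2.57, adjusted p = 0.0469). Each had a guide in exon 3 and was higher in Low in 4 of 4 replicates. Neither was called in any of the fits that each left out one replicate.

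**Figure D3:**
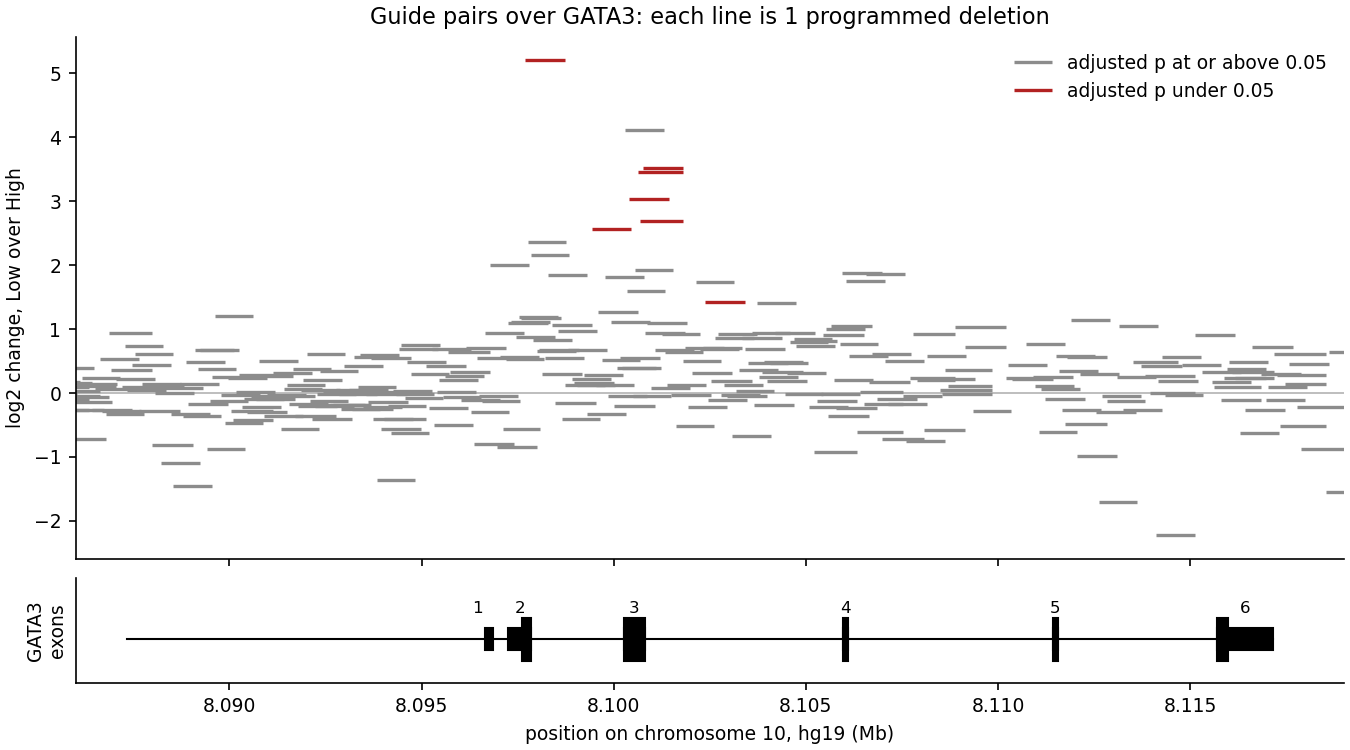
Log2 change of Low over High (vertical axis) for tested guide pairs over GATA3, each line running between the guide starts of a pair on chromosome 10 (horizontal axis, Mb, hg19), with exons below (tall blocks coding, low blocks untranslated). The 7 red lines have an adjusted p under 0.05; 6 touch exon 2 or 3 and the other, at 1.43, lies in the third intron.

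The remaining comparisons asked whether the change lay in the Low or in the High pool. Low against Medium gave 4 called bins and Low against Bulk gave 4, all higher in Low and all over GATA3, with 129 and 122 bins at an unadjusted p under 0.05. The same 4 bins were called in Low against High, Medium and Bulk. They were the bins starting at 8097001, 8098001, 8100001 and 8101001, of which only the second was named by the rule. Since these comparisons share the Low libraries, the overlap was also counted in 20 simulations with Low unchanged, which gave a mean of 0 bins called in all 3. That result was to be foreseen, as simulation with no bin changed called 0 bins in Low against High alone. It does not show how much of the overlap comes from the shared Low libraries. High against Medium called 0 bins (96 at an unadjusted p under 0.05) and High against Bulk called 0 (81), where 92.95 are expected by chance. The lack of calls does not mean that the High pool was unchanged. Pairs over GATA3 coding exons had a share of 0.761% ± 0.036 (SD, n = 4) in Medium and 0.728% ± 0.041 (n = 4) in Bulk, above the 0.648% in High. The log2 ratio of High over Medium was -0.23 ± 0.08 (SD, n = 4) and of High over Bulk -0.17 ± 0.09 (n = 4), each negative in 4 of 4 replicates, against 0.78 ± 0.13 (n = 4) for Low over Bulk. Of the 31 bins over GATA3, 6 had an unadjusted p under 0.05 in High against Medium, 5 of them lower in High, and 3 in High against Bulk, all lower in High, where 1.55 are expected by chance.

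In replicates 3 and 4, Low against High-High called 15 bins, 9 higher and 6 lower in Low. Of these, 6 lay over GATA3, all higher in Low, and 9 lay outside. In each of the 9 outside bins, a single guide pair supplied 50.2% to 91.9% of the bin's counts in the library with the bin's largest count. By the same measure, a pair supplied over 50% in 35.6% of all bins. In the replicate without the library of the largest count, 8 of the 9 outside bins had the same sign as the call. When each bin was tested without its largest pair, 0 bins were called (84 at an unadjusted p under 0.05). The 6 bins over GATA3 thus lost their calls too, and this test does not set the 9 outside bins apart from them. Without the replicate block, 3 bins were called. With 2 replicates per pool, these calls rest on 4 libraries.

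The trend over the 7 pools of replicates 3 and 4 called 9 bins. The 6 that fell with rank were over GATA3 and the 3 that rose lay outside. The bin 8098001 to 8099000 fell by 0.28 per step of rank on the log2 scale (adjusted p = 1.87e-06). The fit took the 14 pools of replicates 3 and 4 as separate observations. Its p-values thus rest largely on scatter between pools and say little about the spread between replicates. The rising bins, chosen after their values were seen, were 7840001 to 7841000 in ATP5F1C (0.14 per step, adjusted p = 0.00156), 7145001 to 7146000 (0.29, adjusted p = 0.0132) and 7903001 to 7904000 in TAF3 (0.28, adjusted p = 0.0350). Without its largest pair, 7145001 to 7146000 kept an adjusted p of 0.0313, while the other 2 had 0.435 and 0.0586. The count moved most with DESeq2, to 18 bins, and without replicate 4, to 4 bins. The interaction of the Low and High difference with the sorting scheme called 0 bins (93 at an unadjusted p under 0.05), so that no bin was shown to differ between the 3-pool and 7-pool sorts.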

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

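All tests in this part were chosen before the value they measure was seen. Among 36 groups of 4 libraries examined for 1 library far from the other 3, 1.8 are expected by chance and 3 were found.

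High replicate 2 had a total of 645616 counts, while the other 3 High libraries had between 318536 and 368516. Medium replicate 2 had 887493 counts against 387493 to 414543 in the others. When High replicate 2 was thinned at random to the median total of the others, Low against High called 6 bins, including the same 5. With Medium replicate 2 thinned in the same way, Low against Medium called 4 bins, the same 4. The depth of these libraries therefore did not carry the calls. A total is set by sequencing and pooling, and no biological explanation was tested.

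Bulk replicate 4 had 0.789% of its counts in pairs over GATA3 coding exons (95% Wilson interval 0.764% to 0.814%), above the 0.702% to 0.716% of the other 3 Bulk libraries. The pair that rose most there, 8115633 to 8116837 at exon 6, had 250 counts against 67, 190 and 90. Without it the share was 0.738%, still above the 0.670% to 0.698% of the others, which argues against a jump of this pair as the whole cause. With 3 such libraries among 36 groups where 1.8 are expected, chance remains open. No biological explanation was tested, since the Bulk libraries were not sorted by GATA3 level.

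The 214 pairs without coordinates were in none of the comparisons. Their log2 ratio of Low over High averaged -0.16 (from -0.26 to -0.10, SD 0.07, n = 4), lower in Low in 4 of 4 replicates. Their share was 2.95% ± 0.12 (SD, n = 4) in Low, 3.11% ± 0.07 in Medium, 3.29% ± 0.05 in High and 3.20% ± 0.05 in Bulk (n = 4 each). The exact two-sided sign-flip permutation test gave the smallest p that 4 replicates allow. Of 199 such pairs with sufficient counts, 0 had an adjusted p under 0.05 (edgeR) and 14 an unadjusted p under 0.05, so that the shift was spread over many pairs, with 136 lower in Low. The rise of pairs over GATA3 in Low lowers the share of all other pairs, but the log2 ratio of all pairs outside GATA3 was only -0.00802. Higher counts of these pairs were also excluded, as 0% of 10000 sets of pairs outside GATA3 matched on mean count had a median as low as theirs, -0.16. A few pairs with many counts were not the reason either, since without the tenth with the most counts the mean was -0.20. What these pairs target is not given in the table. If they were controls that break no sequence near GATA3, a shift of this kind might mean that breaks in the tiled region themselves lower GATA3 protein slightly, but this was not tested.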

How the results depend on the processing

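All alternatives were chosen before the data were examined, except those chosen after seeing the data: the GATA3 interval of the series design, each bin without its largest pair, and the trend without replicate 3 or 4. None reversed a direction. Of the counts of calls and values for GATA3 as a whole, 114 comparisons with an alternative kept the result, 36 moved it and 2 weakened it. Of those for single named bins and pairs, 131 kept both the direction and the side of the threshold and 35 kept the direction but lost significance. A count of calls was taken as kept if it changed by no more than 1.5 times, whichever bins or pairs were called. Comparisons in which 0 calls stayed 0 are among those kept. So is the trend without each bin's largest pair, with 12 calls that shared only 5 of the 9. For the mean over GATA3 the tolerance was narrower, as 0.31 against 0.25 was taken as moved. Replacing TMM by DESeq2 size factors moved no count of calls by over 1.5 times, and neither did total counts as library sizes.

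The width and edges of the bins changed the number of called bins. In Low against High it was 3 with 2-kb bins, 9 with 500-bp bins and 3 with shifted edges, against 5. In Low against Medium it was 2 with 500-bp bins, against 4. In Low against High-High it was 3 with shifted edges, against 15, and in the trend 14 with 2-kb bins, against 9. The cause was not tested. Redrawn bins give no value for the named bins.

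The DESeq2 Wald test called 18 guide pairs in Low against High, against 7, 3 bins in Low against High-High, and 18 bins in the trend; the cause was not tested. It called 6 bins in Low against High, the same 5 and 1 that was lower in Low. With fry over the pairs of a bin, 0 bins were called in Low against High, 0 in Low against Medium, 0 in Low against Bulk and 0 in Low against High-High, with 129, 125, 125 and 124 bins at an unadjusted p under 0.05, and 5 bins were called in the trend. In simulation this test called 0 of 200 changed bins in a comparison of Low and High, so that its count of 0 carries no weight there.

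Leaving out the replicate block changed Low against High-High from 15 to 3 called bins. It changed no other count by over 1.5 times: 7 guide pairs were called without the block, 6 of them shared, and 5 bins in Low against High, all shared. The fry set test of pairs over GATA3, which is model-based and not exact, had a p of 0.00126 without the block, against 0.0131. Without each bin's largest pair, Low against High-High called 0 bins (84 at an unadjusted p under 0.05) and High against Medium called 1 bin, against 0.

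For guide pairs, no count filter gave 12 calls, and all Low, Medium, High and Bulk pools in the fit gave 12; the cause was not tested. All 7 calls were shared with each. The mean log2 ratio of pairs over GATA3 was 0.31 as a mean over pairs of the pair's own log2 ratio and 0.54 in the GATA3 interval of the series design, against 0.25. The narrower interval leaves out the part of the annotated gene before position 8096667.

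Called bins in Low against High ranged from 3 to 6 across the 4 fits that each left out one replicate, with 3 called without replicate 2 and 3 without replicate 3. Called guide pairs ranged from 4 to 6, with 4 called without replicate 2, 3 or 4. The same set test, which is not exact, ranged from p = 0.0177 to p = 0.0636, and was not under 0.05 without replicate 2 or without replicate 4 (0.0509). The mean for GATA3 ranged from 0.23 to 0.27. These fits have fewer libraries. In the trend, 6 bins were called without replicate 3 and 4 without replicate 4, against 9, on 1 replicate each. The bins from 8098001, 8100001 and 8101001 were called in both. The other 6 lost significance in both, among them all 3 that rose, and all 9 kept their direction. Low against High-High and the interaction were not fitted without a replicate, which would leave 1 replicate in an arm.

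Replicates 1 and 2 alone called 1 bin in Low against High, 11 in Low against Medium and 2 in High against Medium, and 1 guide pair. Replicates 3 and 4 alone called 3 bins in Low against High, 7 in Low against Medium, 11 in Low against Bulk, 8 in High against Bulk, and 32 guide pairs. Of the 11 bins in Low against Medium 4 were shared with the fit on all replicates, of the 11 in Low against Bulk 3, and of the 32 pairs 7. Fits on 2 replicates thus made more calls in some comparisons although they had fewer libraries, and the cause was not tested.

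The test of single pairs was less sensitive than that of summed bins. A simulated log2 change of 1 was called in 0.5% of pairs and in 84.5% of bins, so that deletions with effects of that size at 1 pair would mostly have been missed, and bins with changes of 0.5 were called in 13% of cases. Pairs with a mean count of at least 50 gave 8 calls among 2763 tested, against 7 among 9541. Whether counts or the spread between replicates, with a coefficient of variation of 45.5% for pairs and 21.1% for bins, limited the test of pairs was not separated.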

Other observations

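Tests chosen only after the result was seen are the correlation of bins with GC content, the test of single pairs with a jump in Low against High-High, the comparisons between kinds of pairs over coding exons and between exons, the comparisons with runs of neighbouring pairs, the correlation of bins between replicates, the signs of the bins outside GATA3 and the block permutation of the sides of GATA3.

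Other splits of the libraries were tried for each comparison with 4 replicates. Since the replicate number is a block, the real split was compared with the 8 splits that part the libraries of all 4 replicates. For Low against High, 1 of the 8 splits gave as many called bins, the real one, and the same held for the guide pairs of Low against High (1 of 8), the bins of Low against Medium (1 of 8) and those of Low against Bulk (1 of 8). For High against Medium and High against Bulk, where 0 bins were called, 8 of 8 splits gave as many. With 8 splits, a share under 0.05 is not possible, so that on this test alone none of these counts can be told apart from a chance arrangement of the pools. Another 24 splits part the libraries of only 2 replicates, and some of them keep the real difference in both, so that they are no test of chance and were not used. A further 3 splits part no replicate and could not be fitted.

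In Low against High-High, the 9 called bins outside GATA3 differ from the 6 over it. In the library with the bin's largest count, 1 guide pair held over 50% of the bin's counts in all 9. The same held in 661 of 1859 tested bins (exact hypergeometric p = 8.77e-05) and in 1 of the 6 over GATA3. This test ignores the number of pairs per bin, which bears on that share. The 9 bins held 3 to 10 pairs and the 6 over GATA3 held 11 to 14. In replicates 1 and 2, which did not enter the call, the mean log2 ratio of Low over High in the direction of the call had a median of -0.14 over the 9 bins, with the same sign in 4 of 9, so that the members went both ways and a change that recurs at some of these bins cannot be told apart on this test, which also sets High in place of High-High. Over the 6 GATA3 bins the median was 0.74, with the same sign in 6 of 6. Jumps of single pairs in a single library, as can arise when few cells of a pair enter a pool or in PCR, would leave no direction elsewhere. However, 8 of the 9 bins had the same sign in the replicate without the largest count (median 0.63 in the direction of the call), and 9 of 9 kept their sign without their largest pair (median 0.66). Since the bins were selected by the call on these same libraries, such agreement is partly built in, and jumps cannot be told apart from changes present in both replicates. The bin 7840001 to 7841000 had -0.91 and -0.88 in replicates 3 and 4 and -0.66 without its largest pair, and the bin 7903001 to 7904000 had -1.40 and -2.55, and -1.05 without. For these 2 bins, the ratios of Low over High in replicates 1 to 4 were -0.98, 0.24, -0.33 and -0.28, and -0.54, -0.17, -0.02 and 0.38. For the bin 8972001 to 8973000, far downstream of GATA3 and outside any annotated gene, the log2 change of -1.47 was -1.58 without its largest pair, which argues against a jump of that pair, and Low over High was -0.80, -1.47, -0.70 and -1.43 in replicates 1 to 4. It holds 4 pairs. In the main edgeR fit of Low against High, 0 bins outside GATA3 were called (147 at an unadjusted p under 0.05). A deletion that raises GATA3 level here therefore stays a hypothesis chosen from many bins.

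Pairs over GATA3 coding exons fell into kinds. In exons 2 and 3, the 18 tested pairs with a guide that breaks coding sequence had a median log2 change of 2.08, and 13 pairs that delete coding sequence but break outside it had 0.56. The difference of 1.52 was positive in 4 of 4 replicates (permutation p = 0.00253). By mean count over Low and High, the difference was 1.07 among the pairs below the median and 1.55 among those above. A rise in Low itself raises that mean count. In Bulk, the median count was 28.5 for pairs with such a break and 61 for those without. Pairs were not matched on Bulk counts, so that a part of counts was not excluded. A single guide shared by 3 of the called pairs does not account for the difference, which was 1.35 without these pairs (permutation p = 0.00913). For exons 2 and 3, a candidate explanation is that small insertions and deletions at the break disrupt the protein more often than the programmed 1-kb deletion occurs. Such pairs would then act by their own break. In exons 4 to 6, the 8 pairs with such a guide had a median of 0.40 and 19 pairs without a break in coding sequence 0.18. The medians were 0.32 against 0.70 in replicate 1, the other way, and 0.62 against 0.05, 0.26 against 0.07 and 0.49 against 0.33 in replicates 2 to 4. The contrast was therefore not shown to extend to exons 4 to 6. Among pairs with a guide that breaks coding sequence, exons 2 and 3 exceeded exons 4 to 6 (8 pairs) by 1.68 (permutation p = 0.0291). This grouping of exons was chosen after the values were seen and is uneven. The medians were 2.16 in exon 2 (5 pairs), 1.92 in exon 3 (13 pairs), 1.76 in exon 4 (3 pairs), 0.57 in exon 5 (1 pair) and 0.30 in exon 6 (4 pairs), so that the low value rests on exons 5 and 6. With so few pairs, a difference between exons cannot be told apart from chance.

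Kinds of pairs were set only where the break sites of both guides were known, which left out 34 tested pairs over GATA3. Of the rest, 206 pairs that delete no coding sequence had a median of 0.14, and 93.6% of runs of as many neighbouring pairs outside GATA3 had a lower median. With pairs of unknown break site included, 236 such pairs had 0.13, above 92.8% of runs. Taken over the whole annotated gene, these pairs are therefore not shown to exceed a local drift found elsewhere in the region. The runs included the flank within 100 kb downstream, where 579 pairs had a median of 0.16. That flank may itself act on GATA3, and runs without it were not tried. Within the narrower GATA3 interval of the series design, pairs that delete no coding sequence had a higher median, 0.27. That median was not compared with runs of as many neighbouring pairs outside GATA3, so drift there was neither shown nor excluded. The 32 pairs that delete coding sequence without a break in it had 0.39, above 99.9% of such runs. For the called pair 8102379 to 8103412 in the third intron, the 21 other overlapping pairs had a median of 0.19, above 91.2% of runs, which is consistent with an effect of this pair alone, such as a break elsewhere in the genome. An intronic element of GATA3 stays open as well, but the neighbours of this pair do not set it apart from runs that include the downstream flank.

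More bins outside GATA3 had an unadjusted p under 0.05 in Low against High than chance gives: 147 of 1828, or 8.04%. The log2 ratios of bins correlated with the GC content of the guides at a Spearman rho of at most 0.0206 over the 4 replicates, which argues against a monotone GC trend. An offset for GC content, the test set beforehand, moved almost nothing (147 such bins with it), so other forms of GC dependence cannot be told apart. A spread that the count model understates cannot be told apart from real changes by the other splits. Over all bins tested, where the real split gave 158, the other 7 that part all 4 replicates gave 48 to 110, but 8 splits are too few and their median of 71 lies below the 92.95 expected. Log2 ratios of bins outside GATA3 correlated between replicates with a mean Spearman rho of 0.0490 over the 6 pairs of replicates, from 0.00275 to 0.0840 (permutation p = 1e-04, the smallest 10000 shuffles can give). Pearson's r averaged 0.0322 (permutation p = 7.00e-04), but it was below 0 in 2 of the 6, with a lowest value of -0.0720. Over the 31 GATA3 bins rho was 0.30 to 0.56. These values are across bins, which are not independent. They go with weak changes that recur from replicate to replicate, although no single bin outside GATA3 was called in the main edgeR fit. The DESeq2 Wald test, and the fit with all Low, Medium, High and Bulk pools, each called 6 bins, 1 of them lower in Low. With 500-bp bins, 1 of 9 called bins was lower in Low.

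Low over High also differed between the sides of GATA3. Within 500 kb, the 2461 pairs downstream had a median log2 change of Low over High of 0.10 and the 2370 pairs upstream -0.05. The difference was 0.16 over all replicates and 0.26, 0.16, 0.10 and 0.15 in replicates 1 to 4 (SD 0.07, n = 4). Shuffling 51 blocks of 20 kb gave a permutation p of 1e-04, the smallest 10000 shuffles can give. The shuffle takes the blocks as exchangeable. Medians of neighbouring 100-kb windows kept the same sign over longer stretches, so that a drift over such distances was not excluded. An accident of the Low and High libraries was tested in other pools: Med.-Low over High-High gave a difference of 0.13 (0.10 and 0.16 in replicates 3 and 4). Med.-Low over Med.-High gave only 0.02 (0.01 and 0.03). In windows of 100 kb the median fell from 0.16 next to GATA3 to -0.08 at 900 to 1000 kb downstream, and it was below 0 in all 10 upstream windows. It was lowest at 700 to 800 kb and 800 to 900 kb upstream, at -0.16 and -0.15. Medians about as far from 0 as that next to GATA3 thus also occurred far from the gene. A difference that stays above 0.5 of the whole within each of 3 equal groups of pairs was read as evidence against a cause. For mean count this held narrowly, with 0.0816, 0.16 and 0.19 from low to high counts. GC content of the guides cannot be told apart from the side on this test, because the difference was 0.0507 in the group with the lowest GC content, under 0.5 of the whole, and 0.18 and 0.21 in the others. Long lesions that reach GATA3 from either side would raise pairs on both sides. The 206 pairs between TAF3 and GATA3 had a median of -0.0655, against 0.15 for 154 pairs downstream at the same distance (permutation p = 5.90e-04). In replicates 1 to 4 the medians were -0.11, -0.05, -0.0023 and 0.0078 against 0.32, 0.11, 0.18 and 0.04, so that the gap was small in replicate 4. Neighbouring pairs overlap and are not independent. The annotated gene starts at 8087341, but its coding sequence only at 8097619. Downstream, coding sequence ends at 8115983, close to the end of the gene at 8117161. The upstream pairs thus lay farther from coding sequence than the downstream pairs. This contrast therefore does not exclude long lesions that reach GATA3 from either side. What stays open includes many weak elements downstream of GATA3, and long lesions, whether from either side or from a single side. A difference in how well Cas9 cuts on each side, GC content and a drift over long distances stay open as well. Each of these might contribute. The tests of GC content and of long lesions from either side could not decide, and the others were not tested.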
